A study of Capra hircus with 27 samples. Its data were reported in "Comparative transcriptomics of 5 high-altitude vertebrates and their low-altitude relatives" (2017).

How the data were processed

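RNA was sequenced from heart, lung and skeletal muscle of goats from 3 altitudes, 600 m, 2000 m and 3000 m, in 27 libraries of 3 per tissue and altitude. Per the study's methods, 3 unrelated adult females per population were sampled. The study states that the 2000 m goat samples were left out of it, and these libraries were taken to be made the same way. Libraries were strand-specific and made with the dUTP method. The authors filtered the reads, aligned them with TopHat to the goat assembly CHIR_1.0 and computed FPKM with Cufflinks. They deposited 1 table for the whole series with a column per library. Its values were taken to be log2(FPKM + 1), from the study's methods and from the range of the values, because the deposited table does not state its unit or log base. They reach 17.6, and back-transformed FPKM sum to between 448581 and 904780 per library. Each column was assigned to a library by its name, and 0 columns were left without a sample. FPKM depends on the authors' annotation, on how reads shared between near-identical models were divided and on the total of each library, so a few very abundant models lower the values of all the others. Of the models, 1299 are numbered copies, whose reads could be shared.

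Model identifiers were looked up in the supplied RefSeq table and 0 matched. The rule for named genes, fixed before the data were examined, asked for gene symbols and could not be applied. It was replaced by up to 2 models with the largest rise and 2 with the largest fall among those that passed and whose groups did not overlap. Of the 49 gene lists fixed before the data were examined, 0 had a matched identifier, so the list tests were not run. Checks of GC content and gene length were not run for the same reason.

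Relative depth was estimated from models between 0.01 and 0.25 FPKM, where a value is a whole multiple of what 1 fragment is worth. Of the stepped values, 74.3% lay within 0.25 of a whole number of fragments, against 50% without steps, so recovered fragments are approximate and served only to compare libraries. Pairs of replicates were compared by the chi-square per model over models with 10 to 200 fragments. A pair below 1.2 was treated as 1 sample, with the mean of its FPKM. In simulated libraries the depth was recovered with an error of 0.1%, and a pair drawn from the same RNA had a chi-square of 1.03, against at least 1.76 in other pairs. The simulated values were exact multiples of 1 fragment, unlike the real ones, so these results do not give the error in the real libraries.

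Expression was compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with trend) on log2(FPKM + 1), so that changes of low models are understated. Models above 0.5 FPKM in at least 3 libraries of a fit were tested, two-sided, and p was adjusted by the Benjamini-Hochberg method within each comparison with a threshold of 0.05. Each pair of altitudes was fitted within a tissue on the libraries compared. An F test covered the 3 altitudes of a tissue, an interaction term compared the change from 600 m to 3000 m between tissues, and tissues were compared over the mean of the altitudes. Nothing in the labels beyond numbers identifies the animals, so p-values measure the spread between these samples. Variance shares came from principal variance component analysis with lme4 1.1.37, on models above 0.5 FPKM in over 80% of libraries. It used the leading components reaching 60% of the variance, and at least 3 of them. The shares are therefore of the variance in those components, not of all the variance. Group medians were compared by exact permutation tests in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. A comparison of a single value between 3 samples and 3 others cannot reach an exact p below 0.1, so all 3 altitudes were tested together.

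The study sampled the tissues from the same individuals, and replicate numbers were checked against this. Deviations from the group mean correlated between same-numbered heart and lung libraries in all 9 pairs (r = 0.15 to 0.51), above the 0.1 taken to pair samples. The numbers were used as animals for heart and lung. For muscle, with the similar pair as number 1, same-numbered samples correlated at 600 m and 3000 m with heart (0.28 to 0.32) and lung (0.15 to 0.30), but not at 2000 m (-0.46 to 0.07). The first 2 altitudes were paired on this for the difference of change. At 600 m the deviations of 2 samples mirror each other, so r is a single value there, 0.32 with heart and 0.30 with lung. The pairing at 600 m is thus weakly based, and the animal of the similar pair is open. Agreement between heart and lung expected from the animals alone was computed from the covariance of same-numbered deviations within altitudes, divided by the number of animals.

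The 3000 m against 600 m and F tests of each tissue, the difference of change between heart and lung, and heart against lung were run on simulated data with 200 changed models. The other comparisons were not simulated. For 3000 m against 600 m, changes of 1 log2 were recovered for 61% of models in heart, 41% in lung and 21% in muscle, and changes of 2 log2 for 98%, 96% and 100%. For the F test the shares were 78%, 63% and 34% at 1 log2. For the difference of change between heart and lung they were 20% at 1 log2 and 85% at 2 log2. Unchanged models made up 3.6%, 4.2% and 10.4% of those passing for 3000 m against 600 m in heart, lung and muscle, 2.8%, 5.3% and 6.4% for the F tests, 8.7% for the difference of change and 8.1% for heart against lung, so in several tests over 5% of calls were false in the simulation. Changed models were drawn from those with a mean above 2 log2. The simulated noise was independent between models and samples, unlike the deviations that tissues of an animal share here, so the shares in the real data may differ. The precision of a library is limited by its depth, which varied from 0.81 to 1.28 of the median.

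Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, rescaling by the median of ratios, all libraries of a tissue in the fit, the replicate block, Spearman correlation, sums of squares for the variance shares, and leaving out each library in turn. Keeping the similar muscle libraries as 2 samples, and all alternatives for the group medians, were added after seeing the data.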

Results

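The data describe gene expression in heart, lung and skeletal muscle of domestic goats (Capra hircus) living at 600 m, 2000 m and 3000 m. Each of the 9 combinations of tissue and altitude had 3 libraries, 27 in all, from animals of indigenous populations at different places. Altitude, place and population therefore changed together, and a difference between altitudes below is a difference between these populations. Of the gene models in the table, 18529 had a value above 0 in at least 1 library. On average 56.6% of the models exceeded 0.5 FPKM in a library, with a range of 51.9% to 63.1%. Relative sequencing depth, read from the steps between low values, ran from 0.81 to 1.28 of the median library. Replicates 1 and 2 of 600 m muscle differed by little more than sampling noise over the 162 models compared (chi-square of 1.14 per gene model, against 4.37 to 16.66 in the other 26 pairs of replicates) and were counted as 1 sample. Of 5762 models with a mean above 3 log2, 18 differed over 2-fold, against 88 to 649 in the other pairs. The highest model, GOAT_ENSBTAP00000015883, had 196714 and 135940 FPKM in the 2 libraries, so they were not alike in every model. This left 26 samples, with 2 for 600 m muscle and 3 for every other group.

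**Figure D1:**
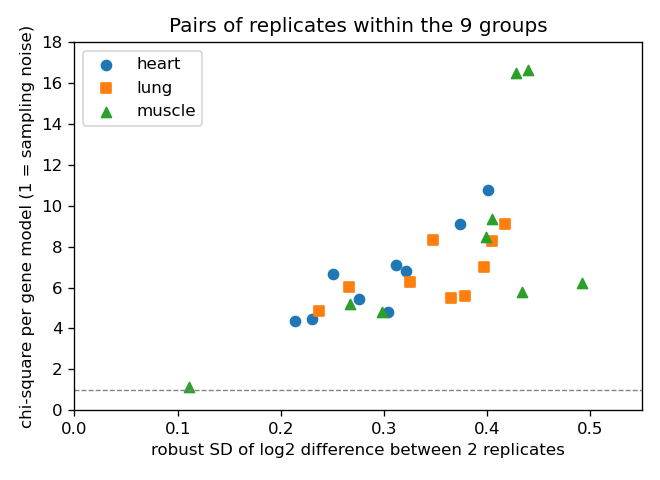
Each point is a pair of replicates of 1 group, with the robust SD of their log2 difference on the horizontal axis and the chi-square per gene model of the recovered fragments on the vertical axis, where 1 is sampling noise. The 600 m muscle pair lies at 1.14 and the other pairs at 4.37 or higher.

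Gene models carry identifiers that the files do not pair with gene names, and 0 of them matched the reference table. Models are therefore printed by identifier, were chosen after their values were seen, and are not assigned a function. Groups of models were formed by tissue instead. A model was called heart-enriched, lung-enriched or muscle-enriched where its mean log2(FPKM + 1) in that tissue exceeded both other tissues by more than 3. A model was called striated where heart and skeletal muscle both exceeded lung by more than 3. There were 95 heart-enriched, 518 lung-enriched, 115 muscle-enriched and 165 striated models. These groups were also defined after the data were seen.

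The first question was how far tissue and altitude each set the expression profile. Heart, lung and skeletal muscle formed separate clusters, and the 600 m samples lay to one side of most others within each of them, while 2000 m and 3000 m overlapped. Among 11025 models, tissue took 91.6% of the variance in the leading components by principal variance component analysis, altitude 6.9%, their combination 0.2% and the residual 1.3%. Sums of squares over the same samples, which cover all the variance, gave 80% for tissue, 6.6% for altitude, 3.5% for the combination and 9.6% for the residual. The median Pearson's r was 0.971 between samples of the same tissue and altitude and 0.952 between altitudes of 1 tissue. It was 0.709 between tissues at the same altitude. Heart and skeletal muscle, the striated muscles, were closer to each other (median r = 0.855) than heart and lung (0.689) or lung and skeletal muscle (0.637). These correlations are across genes, which are not independent replicates.

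Within each tissue the 2000 m and 3000 m samples resembled each other more than either resembled 600 m. In heart the median r was 0.972 between 3000 m and 2000 m, against 0.948 for 3000 m with 600 m and 0.949 for 2000 m with 600 m. In lung the same values were 0.965, 0.933 and 0.936, and in skeletal muscle 0.963, 0.940 and 0.929. The third principal component, with 6.1% of the variance, was positive in the 600 m samples of all 3 tissues. Of the other samples, 1 was positive, replicate 2 of 3000 m muscle at 3.5. Replicate 1 of 600 m lay nearer 0 than its group in heart (6.1, against 35 and 41.8) and in lung (5.7, against 34.3 and 43.1).

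**Figure D2:**
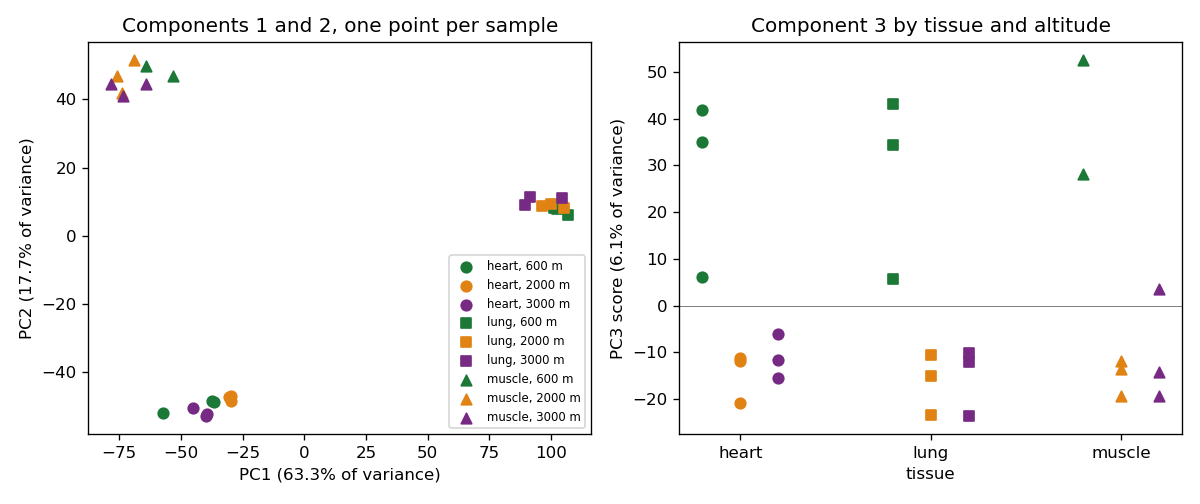
The left panel plots each of the 26 samples by its scores on components 1 (63.3% of the variance) and 2 (17.7%), and the right panel plots component 3 (6.1%) by tissue, with colour for altitude and shape for tissue. The tissues part on the left, and on the right all 600 m samples are above 0.

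The second question was which models distinguish the tissues. GOAT_ENSBTAP00000008425 was far higher in heart, with a mean log2(FPKM + 1) of 12.96 ± 0.24 (SD, n = 9) against 1.30 ± 0.81 (n = 9) in lung and 3.09 ± 0.80 (n = 8) in skeletal muscle. GOAT_ENSP00000316152 was highest in lung, at 12.56 ± 0.30 (n = 9), against 1.37 ± 0.73 (n = 9) in heart and 1.98 ± 1.39 (n = 8) in skeletal muscle. GOAT_ENSP00000361636 reached 15.48 ± 0.35 (n = 8) in skeletal muscle, where heart had 3.43 ± 1.69 (n = 9) and lung 3.51 ± 1.12 (n = 9).

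With limma, 12244 of 14693 models differed between heart and lung at an adjusted p below 0.05, 2847 higher in heart and 9397 higher in lung. Between heart and skeletal muscle 8188 of 13168 models differed, 5892 higher in heart and 2296 higher in muscle. Between lung and skeletal muscle 12399 of 14671 models differed, 9972 higher in lung and 2427 higher in muscle. The size of these imbalances depended on how libraries were scaled, because the median model differed by -0.58 log2 between heart and lung, 0.24 between heart and muscle and 0.74 between lung and muscle. After rescaling each library by the median of its ratios to the mean library, the splits became 4996 and 6438, 4002 and 4051, and 6482 and 5186, so that lung kept the larger number in both of its comparisons and heart and muscle became nearly even.

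The third question was which models differ between altitudes in heart. The lung-enriched models counted in heart had higher values there at altitude. Of the 518, 333 exceeded 0.5 FPKM in at least 3 heart samples and were counted. As 6 of the 9 samples are from altitude, models could enter more easily through them than through 600 m, which alone needed all 3. Their median log2(FPKM + 1) was 1.2 ± 0.12 (SD, n = 3) at 600 m, 1.84 ± 0.09 (n = 3) at 2000 m and 1.61 ± 0.07 (n = 3) at 3000 m. An exact two-sided permutation test over the 1680 assignments of the 9 samples gave p = 0.0036 (adjusted p = 0.0216 over 12 such tests), and 6 of 6 samples from altitude lay above every 600 m sample. The difference of these medians from 600 m was 0.64 at 2000 m and 0.40 at 3000 m, 0.53 and 0.35 after rescaling, and 0.93 and 0.62 with a pseudocount of 0.1. The median change of the single models was 0.45 at 2000 m and 0.23 at 3000 m, where random lists of the same level had 0.25 and 0.13. These random lists rose too, and the permutation test does not set the group against them. By limma at an adjusted p below 0.05, 90 of 308 tested models were higher at 2000 m than at 600 m and 1 was lower. At 3000 m 16 of 297 were higher and 1 was lower. Whatever their p, 240 of the 308 and 200 of the 297 were higher. Among all heart models 1724 passed as higher and 502 as lower at 2000 m, an imbalance that did not survive rescaling. Muscle-enriched models in heart had medians of 1.06, 1.94 and 1.92 at the 3 altitudes, which did not pass after adjustment (exact permutation p = 0.025, adjusted p = 0.0686).

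Single models moved much further in heart. GOAT_ENSP00000005178 fell by 4.10 ± 0.28 (SE) on the log2 scale from 600 m to 3000 m (adjusted p = 0.00371) and fell by 2.99 ± 0.35 from 600 m to 2000 m (adjusted p = 0.00981). GOAT_ENSP00000374859 rose by 5.64 ± 1.08 at 3000 m (adjusted p = 0.0447) and by 4.96 ± 0.78 at 2000 m (adjusted p = 0.0126). GOAT_ENSBTAP00000022302 rose by 3.8 ± 0.47 at 3000 m (adjusted p = 0.0268). GOAT_ENSP00000416653 was listed at 0 in all 3 heart libraries of 3000 m and had 3.66, 4.81 and 2.62 at 600 m. GOAT_ENSP00000005178 passed under all 11 alternatives in both comparisons. GOAT_ENSP00000416653 passed under only 3 of the 8 alternatives that gave a value. Leaving out a 600 m replicate gave none, because the model meets the filter only through the 3 libraries of 600 m. GOAT_ENSP00000374859 passed for 3000 m under 4 of 11, and its call was lost when 600 m replicate 2 or 3 or any 3000 m replicate was left out (4.48 to 6.72), and GOAT_ENSBTAP00000022302 passed under 6 of 11, and not without 600 m replicate 2 or 3 or 3000 m replicate 1 or 3 (3.32 to 3.89).

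In all, 403 of 12153 models passed for 3000 m against 600 m in heart, 279 higher and 124 lower at 3000 m. For 2000 m against 600 m 2226 of 12362 passed, 1724 higher and 502 lower, and this count moved with single libraries too, to 3253, 960 and 725 without 600 m replicates 1, 2 and 3 and to 280, 259 and 448 without those of 2000 m. The larger number of higher models did not survive rescaling, which gave 366 higher and 546 lower models for 3000 m and 1239 higher and 1351 lower models for 2000 m. The median model moved by 0.128 log2 between 600 m and 2000 m. Between 3000 m and 2000 m only 3 of 12471 models passed (2241 at an unadjusted p below 0.05). These were GOAT_ENSP00000364092, GOAT_ENSP00000326531, which fell by 1.49 ± 0.13 (adjusted p = 0.0183; past the threshold under 4 of 11 alternatives, and not with any 1 library left out), and GOAT_ENSBTAP00000037476, listed at 0 in all 2000 m heart libraries and at 3.43, 3.21 and 2.99 at 3000 m. Over the 3 altitudes together 2393 of 12662 models differed, and 919 (without 600 m replicate 3) to 3031 (without 600 m replicate 1) when 1 library was left out. The count for 3000 m against 600 m rested on single libraries: it became 1729 without 600 m replicate 1 and between 3 and 11 when any of the other libraries was left out (9 and 11 without 600 m replicates 2 and 3, and 3, 10 and 3 without 3000 m replicates 1, 2 and 3). More models exceeded 0.5 FPKM in heart at 2000 m (12517.7 ± 64, SD, n = 3) and 3000 m (12199.3 ± 85.5, n = 3) than at 600 m (11789.7 ± 102.2, n = 3; exact permutation p = 0.0036, adjusted p = 0.0108), while relative depth averaged 0.968, 0.878 and 0.864. Means at 600 m, 2000 m and 3000 m went the same way in lung (13541, 13824.3 and 13858) and muscle (11518, 11744.3 and 11788.3). Neither passed (exact permutation, adjusted p = 0.0964 and 0.1929).

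**Figure D3:**
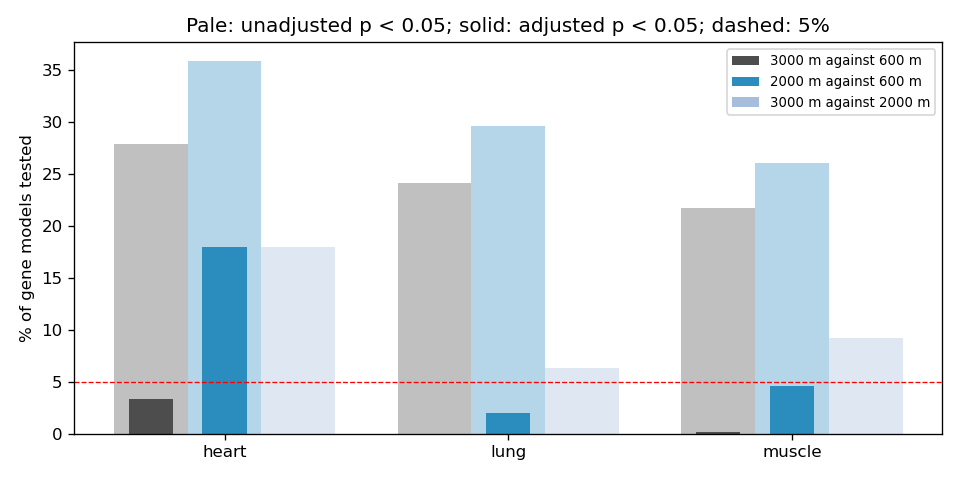
Bars give the percent of tested gene models in each tissue for the 3 pairs of altitudes, pale for an unadjusted p below 0.05 and solid for an adjusted p below 0.05, with the dashed line at 5%. The pale bars of both comparisons with 600 m exceed those of 3000 m against 2000 m in every tissue, and the tallest solid bar is heart at 2000 m against 600 m (18%).

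The fourth question was the same comparison in lung. GOAT_ENSP00000005178 was again lower at altitude and fell by 3.09 ± 0.22 (SE) log2 from 600 m to 3000 m (adjusted p = 0.0263), a call that held under 5 of 11 alternatives and was lost without 600 m replicate 2 or 3 or 3000 m replicate 1 or 3. It was the only model of 13872 to pass there (3344 at an unadjusted p below 0.05). Between 600 m and 2000 m 281 of 13865 models passed, 148 higher and 133 lower at 2000 m. GOAT_ENSBTAP00000052627-D9 rose by 3.6 ± 0.55 (adjusted p = 0.0428) and GOAT_ENSP00000371394 by 3.52 ± 0.63 (adjusted p = 0.0478). GOAT_ENSP00000369547 fell by 3.72 ± 0.72 (adjusted p = 0.0496) and GOAT_ENSBTAP00000006029 fell by 3.34 ± 0.53 (adjusted p = 0.0452). Of 11 alternatives these 4 models passed under 2, 4, 3 and 3, and each lost its call when 600 m replicate 2 or any 2000 m replicate was left out.

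GOAT_ENSP00000364092 was the only model of 13969 to pass between 3000 m and 2000 m in lung, where it fell by 9.34 ± 0.60 (SE) log2 (adjusted p = 0.00774; 877 models had an unadjusted p below 0.05). This call held under 4 of 11 alternatives and was lost without any of the 2000 m replicates or 3000 m replicate 1, while the change ranged from -10.75 to -8.70. Over the 3 altitudes 39 of 14227 models differed, and 0 (without 600 m replicate 2 or 3) to 1268 (without 600 m replicate 1) when 1 library was left out. The median of the lung-enriched models did not differ detectably in lung itself, with values of 5.01 ± 0.06, 5.13 ± 0.19 and 5.09 ± 0.30 (SD, n = 3 each; exact permutation p = 0.7714). Of these 518 models, 12 passed by limma as higher and 13 as lower at 2000 m against 600 m, and 289 were higher whatever their p. Striated models in lung had medians of 1.59, 1.84 and 2.17 and did not pass after adjustment (exact permutation p = 0.0286, adjusted p = 0.0686). The lung counts moved with 1 library: without 600 m replicate 1, 725 models passed for 3000 m and 2263 for 2000 m against 600 m, and when another library was left out the latter count was 0 to 13.

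The fifth question concerned skeletal muscle. Of the 95 heart-enriched models, 54 exceeded 0.5 FPKM in at least 3 muscle samples and were counted. With n = 2, 600 m alone could not bring a model in, while 2000 m or 3000 m alone could. The set therefore leans toward altitude. Medians over these 54 models were 1.47 ± 0.08 (SD, n = 2) at 600 m, 1.79 ± 0.16 (n = 3) at 2000 m and 2.2 ± 0.12 (n = 3) at 3000 m. The exact two-sided permutation test over 560 assignments gave p = 0.0036 (adjusted p = 0.0216), and 6 of 6 samples from altitude lay above both 600 m samples. Because of how the set was filled, this test cannot show that heart-enriched models in general were higher in muscle at altitude. Of the 49 of these 54 models tested singly by limma for 3000 m against 600 m, 43 were higher and 0 passed, where 2528 of all models had an unadjusted p below 0.05. Muscle-enriched models in muscle had medians of 6, 6.58 and 6.39 and did not pass after adjustment (exact permutation p = 0.0179, adjusted p = 0.0686).

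For 3000 m against 600 m 17 of 11624 models passed in muscle, 8 higher and 9 lower (2528 at an unadjusted p below 0.05). GOAT_ENSP00000364092 fell by 11.13 ± 0.42 (SE) log2 (adjusted p = 0.00024) and GOAT_ENSP00000225688 fell by 4.78 ± 0.42 (adjusted p = 0.0307). The models goat_GLEAN_10008204 and goat_GLEAN_10020314 rose by 2.40 ± 0.23 and 2.30 ± 0.23 (adjusted p = 0.0307 for each). The first of these 4 passed under all 8 alternatives that gave a value, GOAT_ENSP00000225688 under 7 of 11, goat_GLEAN_10008204 under 5 of 8 and goat_GLEAN_10020314 under 7 of 11, and the last 3 lost their call without 600 m replicate 3. GOAT_ENSP00000225688 also lost it without 3000 m replicate 3, and goat_GLEAN_10020314 without 3000 m replicate 1 or 3. For 2000 m against 600 m 542 of 11671 models passed, 340 of them lower at 2000 m. GOAT_ENSBTAP00000016020 fell by 6.06 ± 0.61 (adjusted p = 0.00603), and GOAT_ENSP00000374859 rose by 5.08 ± 1.09 (adjusted p = 0.0441), from 2.09 ± 2.96 (SD, n = 2) to 7.18 ± 1.00 (n = 3). This rise was 2.99 without 600 m replicate 3 and 7.18 without the similar pair, and its call was lost under 7 of 11 alternatives, rescaling and the omission of any 2000 m replicate among them. Rescaling gave 3 higher and 1 lower model for 3000 m, and the median model moved by -0.129 log2 between 600 m and 2000 m. For 3000 m against 2000 m 2 of 11903 models passed, GOAT_ENSP00000364092 and GOAT_ENSP00000323740, which fell by 1.94 ± 0.20 (adjusted p = 0.035; past the threshold under 2 of 11 alternatives, and not with any 1 library left out). Over the 3 altitudes 241 of 12084 models differed, and 46 (without 2000 m replicate 3) to 767 (without 3000 m replicate 2) when 1 library was left out. With 2 samples at 600 m the counts were unstable: for 3000 m, leaving out 1 library gave 1 to 331 models, and for 2000 m 46 to 982.

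**Figure D4:**
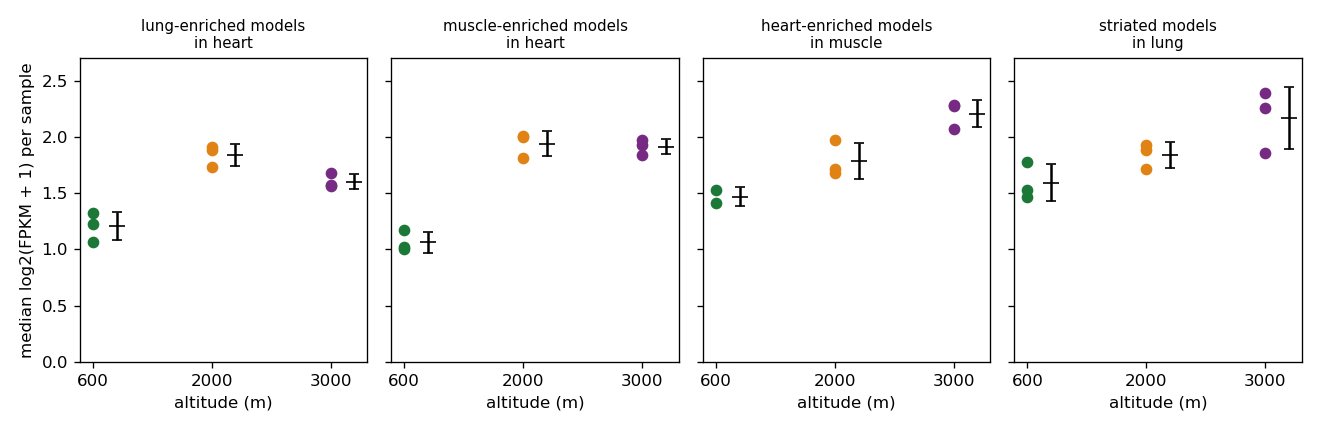
Each point is 1 sample's median log2(FPKM + 1) over a group of tissue-enriched models, by altitude in m, with the group mean and SD beside it. Lung-enriched models in heart lie at 1.2 at 600 m and above 1.5 at altitude, and heart-enriched models in muscle climb from 1.47 to 2.2. Only models above 0.5 FPKM in at least 3 samples of the tissue were counted, a rule that the 2 samples of 600 m muscle could not meet alone. The muscle-enriched models in heart and the striated models in lung did not pass after adjustment.

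GOAT_ENSP00000364092 behaved like a switch across tissues. At 2000 m its log2(FPKM + 1) was 11.41, 11.26 and 10.40 in heart, 11.07, 10.72 and 10.08 in lung, and 11.75, 10.31 and 11.20 in muscle. At 3000 m it was 0.00, 1.51 and 0.00 in heart, 1.26, 2.58 and 0.00 in lung, and 0.00, 1.25 and 0.00 in muscle. At 600 m replicates 2 and 3 had 12.55 and 12.21 in heart and 12.10 and 11.62 in lung, while replicate 1 had 3.45 in heart and 1.61 in lung. The 600 m muscle libraries had 11.42 and 11.14 in the similar pair and 11.82 in replicate 3. From 2000 m to 3000 m it fell by 10.52 ± 0.44 (SE) in heart (adjusted p = 0.000277) and fell by 10.67 ± 0.43 in muscle (adjusted p = 2.00e-05).

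**Figure D5:**
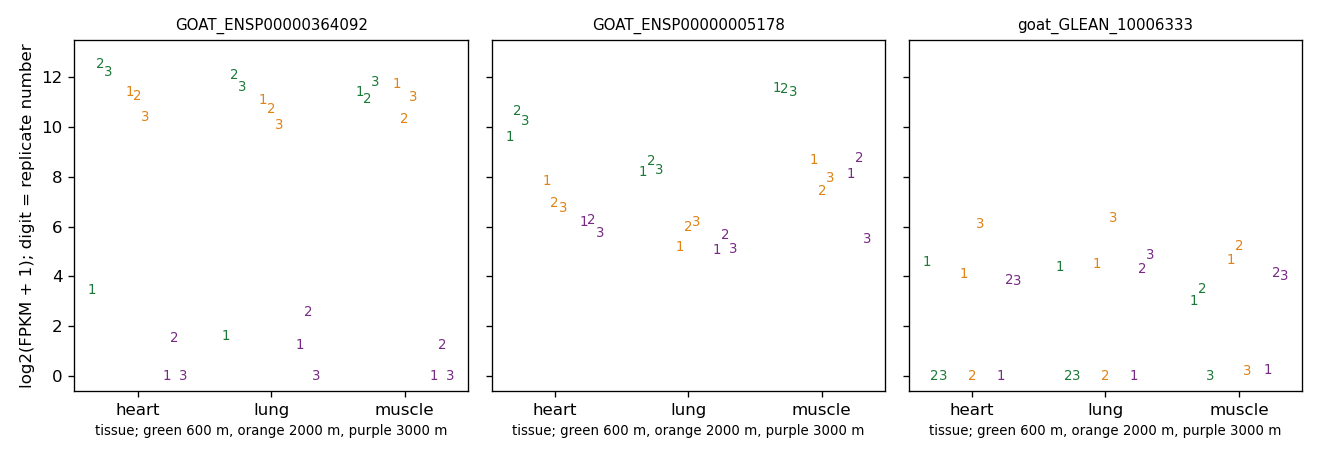
Values of 3 gene models per library as log2(FPKM + 1), with the digit giving the replicate number and the colour the altitude. GOAT_ENSP00000364092 is above 10 in every 2000 m library and below 3 in every 3000 m library, GOAT_ENSP00000005178 is highest at 600 m in each tissue, and goat_GLEAN_10006333 differs between replicates of an altitude.

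The last question was whether tissues differ in their response. The tissues came from the same animals, so differences between the few animals also make changes agree. Over 11008 models the Pearson's r of the log2 changes was 0.66 between heart and lung, 0.54 between heart and muscle and 0.50 between lung and muscle. The spread between animals alone gives r = 0.35 for heart and lung, and the covariance of the changes was 0.159 against 0.0264 from that spread. Between 2000 m and 3000 m the r of 0.26 for heart and lung was no higher than the 0.29 from animals alone. The covariance for this pair was higher, at 0.0278 against 0.0166 from animals alone, so the 2 measures differ on whether the animals account for the agreement. Between 2000 m and 3000 m r was 0.36 between heart and muscle and 0.35 between lung and muscle. Values from animals alone were not computed for muscle, whose numbering is in doubt. Of the 362 models of this set that passed in heart for 3000 m against 600 m, 91.4% moved the same way in lung and 87.6% in muscle, against 69.6% and 64.5% of all models, shares that the shared animals also raise. Tests of the difference itself passed for 2 of 14350 models between heart and lung (1587 at an unadjusted p below 0.05), for 0 of 12741 between heart and muscle by limma (1821) and for 5 of 14328 between lung and muscle (1743). GOAT_ENSBTAP00000008819 rose by 2.45 log2 in heart, from 5.49 to 7.95, and stayed near 0 in lung (0.00 and 0.17), a difference of 2.29 ± 0.27 (SE; adjusted p = 0.0202). With the animal as a block the counts were 0 for heart and lung and 0 for lung and muscle. The latter took the similar muscle pair as animal 1 of 600 m, which is open. These counts also moved when the libraries of 1 replicate were left out. For heart and lung the count was 17 and 11 without 600 m replicate 1 and 3000 m replicate 2, 1 without 3000 m replicate 1 and 0 without any other replicate. For heart and muscle the 0 became 176, 58 and 13 without 600 m replicate 1, 3000 m replicate 2 and 600 m replicate 3, and 59 with the similar muscle libraries kept as 2 samples, so it does not show that these tissues respond alike. The count of 5 for lung and muscle was 0 without replicate 2 of 600 m or replicate 3 of 3000 m, 1 without 3000 m replicate 1, 2 without 600 m replicate 3, and 69 and 24 without 600 m replicate 1 and 3000 m replicate 2.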

Values the study reported

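The study reported that 61.2% of annotated protein coding genes, averaged over the genomes it covered, had FPKM above 0.5. For goats it gave 2215 differentially expressed genes between low and high altitude in heart, 1330 in lung and 2305 in muscle, at an FDR-adjusted p of at most 0.05. Across its species it gave Pearson's r of 0.67 among tissues and 0.95 for local adaptation.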

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

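The counts for altitudes and tissues and the differences of change in this part were planned, and the tests of explanations and other groupings were chosen after the results were seen. The following 7 models were set apart because their change from 600 m to 3000 m differed between 2 tissues by limma's interaction term. Between heart and lung the change differed by 2.29 ± 0.27 (SE) log2 for GOAT_ENSBTAP00000008819 and by 1.40 ± 0.16 for GOAT_ENSBTAP00000045408, which had a change of -0.02 in heart and -1.42 in lung. Between lung and muscle the difference was 5.33 ± 0.55 for GOAT_ENSP00000225688, 3.85 ± 0.45 for GOAT_ENSBTAP00000037722 and 2.40 ± 0.30 for GOAT_ENSBTAP00000027457, each with a fall in muscle (-4.78, -3.90 and -1.62). GOAT_ENSBTAP00000037722 is near 0 in lung (0.18 at 600 m and 0.14 at 3000 m) and GOAT_ENSBTAP00000008819 likewise (0.00 and 0.17), so for both the difference restates the change in the tissue that expresses them. It was -2.03 ± 0.26 for GOAT_ENSBTAP00000023028 and -1.62 ± 0.20 for GOAT_ENSP00000275235-D2, which had changes of 1.05 and 1.10 in muscle. With the animal as a block 0 models passed for either pair of tissues, and for lung and muscle the count of 5 was also 0 without replicate 2 of 600 m or replicate 3 of 3000 m. For muscle the block rests on taking the similar pair as animal 1 of 600 m, which is open. Of the 10 splits of the 6 animals, 2 gave as many models for heart and lung as the real count of 2, and the highest other split gave 2. That number of splits is too small for a share under 0.05.

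The 600 m samples lay apart from the others in each tissue. The root mean square change was computed with the squared standard error of limma subtracted, which covers the spread between samples of a group. It was 0.443 for 3000 m against 600 m, 0.5 for 2000 m against 600 m and 0.290 for 3000 m against 2000 m in heart, 0.463, 0.488 and 0.243 in lung, and 0.575, 0.609 and 0.274 in muscle. The smaller change against 600 m stayed at least 1.35 times that between 3000 m and 2000 m whichever library was left out, and at least 1.39 times after rescaling, which argues against 1 library or the scaling as the whole cause. Among models with a mean above 5 log2, where sampling noise is small, the lowest ratio was 1.40 in lung and 1.71 in muscle, which argues against lower depth as the whole cause there. In heart it was 1.19, short of the margin of 0.2 above 1 that the other tissues passed, and the order of depths was added as a further test after that value was seen. The mean depth in heart at 3000 m was 0.878, nearer to 600 m (0.864) than to 2000 m (0.968), yet its change against 600 m was at least 1.35 times that against 2000 m with any library left out. That order argues against lower depth as the whole cause in heart, on the strength of the added test alone. Place and population follow altitude in this design, so they cannot be told apart from altitude. Handling and batch are not given, so whether they follow altitude too is unknown. A biological difference between the populations was not tested.

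Replicates 1 and 2 of 600 m muscle may be 1 muscle sample under 2 numbers, with a chi-square of 1.14 per model over 162 models. Their highest model nonetheless had 196714 and 135940 FPKM. Which animal they come from is open. In 30 of 31 models that were lowest in replicate 1 of both heart and lung at 600 m, the pair was below muscle replicate 3, as an animal numbered 1 would give. Yet goat_GLEAN_10014132 was listed at 0 in replicate 1 of heart and lung and had 3.93 in both libraries of the pair, against 4.52 and 4.59 in heart replicates 2 and 3. GOAT_ENSP00000364092 likewise had 3.45 and 1.61 in replicate 1 of heart and lung, but 11.42 and 11.14 in the pair. Over 119 models that varied by animal in heart and lung, deviations of the pair correlated at 0.78 with animal 1, -0.54 with animal 2 and -0.81 with animal 3. As the pair is 2 of the 3 muscle libraries, these values rest on its contrast with replicate 3 alone. A mixture of animals, or an animal outside these numbers, was not tested.

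The replicate numbers of 2000 m muscle may be exchanged between 2 and 3. Of 44 models that varied by animal in both heart and lung, 33 were nearer with the numbers exchanged, against 14 of 119 at 600 m and 2 of 31 at 3000 m. The 600 m value includes the similar pair as replicates 1 and 2. For example goat_GLEAN_10006333 had 0.00 and 6.10 in replicates 2 and 3 of heart, 0.00 and 6.36 in lung, and 5.23 and 0.20 in muscle. Deviations over models above 0.5 FPKM in over 80% of libraries gave another pairing in part. Muscle replicate 3 again went best with number 2 of heart (0.35) and lung (0.42). Muscle replicate 1 went with number 3 (0.22 and 0.45) and not with its own (0.06 and -0.19), against 0.81 with its own over the 44 models. Only the exchange of 2 and 3 was tested, so which muscle numbers are exchanged is open. An exchange within 1 altitude leaves the comparisons of altitudes without a block as they are.

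Other groupings of the same samples were fitted as well. For pairs of altitudes there are only 10 splits of 6 samples, too few for a share under 0.05. The real split gave 403 models for 3000 m against 600 m in heart (highest other 2), 2226 for 2000 m against 600 m (highest other 3) and 3 for 3000 m against 2000 m (highest other 3, with 2 splits as large, the real one included). In lung it gave 1 (highest other 3, 4 splits as large), 281 (highest other 2) and 1 (highest other 2, 4 splits as large), and in muscle 2 for 3000 m against 2000 m (highest other 2, 2 splits as large).

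Over 3 altitudes 100 groupings were drawn. In heart 1 of 100 gave as many as the real 2393 models (highest other 718) and in muscle 1 of 100 as many as 241 (highest other 100), so chance can be excluded in both for the grouping as a whole. The next highest groupings in heart (718, 598 and 589) and in muscle (100, 78 and 57) also kept the 600 m libraries together. In lung 2 of 100 gave as many as 39, so at most the parting of the 600 m libraries is unlikely by chance. A difference among all 3 altitudes is not shown there, because the other grouping gave more models than the real one. It gave 596, kept the 600 m libraries together and mixed 2000 m with 3000 m. Other groupings of that kind gave 11 and 8, so a structure among these lungs that altitude does not follow may lie behind the 596, but it rests on 1 grouping and was not tested. Between tissues 1 of 100 gave as many as the real 12244 (highest other 8572), 8188 (highest other 5267) and 12399 (highest other 10645), and chance can be excluded. With the labels of heart and lung exchanged within animals the highest count below the real one was 6663. Any draw that reached the real count was set aside before this maximum was taken, so the value cannot bear on chance.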

How the results depend on the processing

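The alternatives that keep the similar muscle libraries as 2 samples, and those of the group medians, were chosen after seeing the data. The cause of each move below was not tested, except that leaving out a library leaves fewer samples. Counts of models between tissues moved by less than 1.5 times under every alternative run, and leave-one-out gave 11846 to 12095 for heart and lung, 7555 to 7976 for heart and muscle and 12019 to 12239 for lung and muscle. The counts between altitudes moved widely.

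Without a filter, 3000 m against 600 m gave 65 models in heart, 0 in lung and 2 in muscle, 2000 m against 600 m gave 5 in lung and 44 in muscle, 3000 m against 2000 m gave 7 in heart, 0 in lung and 1 in muscle, and the 3 altitudes gave 11 in lung and 43 in muscle. The difference of change gave 5 for heart and lung and 8 for lung and muscle. With a pseudocount of 0.1, 2000 m against 600 m in lung gave 64, 3000 m against 2000 m gave 5 in heart and 0 in lung, and the difference of change gave 7 for heart and lung and 4 for heart and muscle. Rescaling gave 912 for 3000 m against 600 m in heart, 489 for 2000 m against 600 m in lung, 4 for 3000 m against 600 m in muscle and 69 for the 3 altitudes in lung. With all libraries of the tissue in the fit, 3000 m against 600 m gave 1445 in heart, 480 in lung and 296 in muscle, 2000 m against 600 m gave 738 in lung, and 3000 m against 2000 m gave 1 in heart, 0 in lung and 1 in muscle. Keeping the muscle pair as 2 samples gave 551 for 3000 m against 600 m, 1479 for 2000 m against 600 m, 1182 for the 3 altitudes, 59 for the difference between heart and muscle and 37 for that between lung and muscle.

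Across altitudes the samples share only a number: r of the deviations was -0.21 to 0.36, with 4 of 27 above 0.1, and 7 of 27 correlated best with their own number. Muscle at 2000 m is not paired with heart (-0.29 to 0.06) or lung (-0.46 to 0.07) by it. With the replicate block, 3000 m against 600 m gave 2 models in heart, 0 in lung and 801 in muscle, 2000 m against 600 m gave 672 in heart and 0 in lung, and the 3 altitudes gave 3 in lung and 85 in muscle. The difference of change gave 0 for heart and lung and 0 for lung and muscle. The block moved no other count by over 1.5 times, the 0 for heart and muscle included.

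Leaving out 1 library gave these ranges. In heart they were 3 to 1729 for 3000 m against 600 m, 259 to 3253 for 2000 m against 600 m, 1 to 5 for 3000 m against 2000 m and 919 to 3031 for the 3 altitudes. In lung they were 0 to 725, 0 to 2263, 0 to 1 and 0 to 1268, and in muscle 1 to 331, 46 to 982, 1 to 2 and 46 to 767. The difference of change gave 0 to 17 for heart and lung, 0 to 176 for heart and muscle and 0 to 69 for lung and muscle. In the comparisons that include 600 m the highest count came without replicate 1 of 600 m, except in muscle over the 3 altitudes. For 3000 m against 600 m the heart values are given with the comparison above. In lung the count was 725 without 600 m replicate 1 and 0 without 600 m replicate 2 or 3 or 3000 m replicate 1 or 3. In muscle it was 331 without the pair, 9 without 600 m replicate 3, and 2, 246 and 1 without 3000 m replicates 1, 2 and 3. Where the pair or replicate 3 is left out, the lone 600 m sample is assumed to vary like the other group. For 2000 m against 600 m it was, without 600 m replicates 2 and 3, 960 and 725 in heart and 0 and 13 in lung, and without 2000 m replicates 1 to 3 it was 280, 259 and 448 in heart, 0, 4 and 0 in lung and 46, 80 and 48 in muscle. Muscle gave 982 without the pair and 67 without 600 m replicate 3. For 3000 m against 2000 m, heart gave 1 without 3000 m replicate 1 or 3 and 5 without replicate 2, lung gave 0 without any of the 2000 m replicates or 3000 m replicate 1, and muscle gave 1 without replicate 1 or 3 of either altitude. Over the 3 altitudes, heart gave 1065 and 919 without 600 m replicates 2 and 3, 1131, 1103 and 1349 without 2000 m replicates 1 to 3 and 1394 without 3000 m replicate 1. Lung gave 1268, 0 and 0 without 600 m replicates 1 to 3, 12, 5 and 2 without those of 2000 m and 16, 19 and 19 without those of 3000 m. Muscle gave 576 without the pair, 52 without 600 m replicate 3, 78, 67 and 46 without 2000 m replicates and 77, 767 and 80 without 3000 m replicates. The difference of change gave 17, 176 and 69 without 600 m replicate 1 and 11, 58 and 24 without 3000 m replicate 2, for heart and lung, heart and muscle, and lung and muscle.

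With sums of squares the variance shares were 80% for tissue, 3.5% for the combination and 9.6% for the residual. Leaving out the libraries of 1 replicate number at 1 altitude gave 90.5% to 94.6% for tissue, 4.4% to 7.8% for altitude, 0.1% to 0.7% for the combination and 0.5% to 1.5% for the residual. The median correlation ranged from 0.965 to 0.977 within tissue and altitude, 0.95 to 0.962 between altitudes and 0.706 to 0.715 between tissues. Of 282 alternatives of the 27 named model results 166 stayed past the threshold and 0 turned direction. Of 184 alternatives of the group medians 14 moved by over 1 SD and 5 changed sign, and the sign changes were all in groups that had not passed. Of the 14, 5 were in the groups that had passed, with no change of sign: lung-enriched models in heart with a pseudocount of 0.1 (0.62 at 3000 m and 0.93 at 2000 m, from 0.40 and 0.64) and with rescaling (0.53 at 2000 m), and heart-enriched models in muscle with a pseudocount of 0.1 (0.99 and 0.45, from 0.74 and 0.32). The tests of gene lists, with preset or estimated correlation, were not run, because 0 identifiers matched the supplied RefSeq table. Depth limits the low models, whose values rest on few fragments, and the depth of a library varied from 0.81 to 1.28 of the median.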

Other observations

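The tests in this part were all chosen after the results were seen, apart from the planned counts. Some models differed widely between animals of 1 altitude. At 600 m 42 models spanned over 3 log2 among the replicates of both heart and lung, against 11 at 2000 m and 15 at 3000 m. Of the 42, 31 were lowest in replicate 1 of both tissues. Their median log2(FPKM + 1) at 600 m was 1.00, 4.52 and 5.20 in replicates 1 to 3 of heart and 3.57, 6.76 and 7.25 in lung. In muscle it was 2.60 and 2.64 in the similar pair and 4.65 in replicate 3. At 3000 m the heart libraries had 1.90, 1.52 and 1.54 and the lung libraries 3.49, 3.04 and 3.19, and at 2000 m they had 2.56, 2.04 and 1.86 in heart and 4.15, 3.90 and 3.51 in lung. Replicate 1 of 600 m thus lay below all highland hearts and within the range of highland lungs, in models chosen for being lowest in it. A mislabelled or mixed animal may be behind its place, and the tables leave this open. In models that part replicates 2 and 3 of 600 m from the other libraries, the median position of replicate 1 (0 at the mean of the highland libraries, 1 at that of 600 m) was 0.23 in heart and 0.19 in lung, and the highest of the 6 highland libraries placed the same way was at 0.19 and 0.18. In heart 21 models parted replicate 1 together with replicates 2 and 3 of 600 m from the rest, against 0 to 7 for a highland heart in its place. In lung the number was 10, against 1 to 9, so lung hardly sets replicate 1 apart from the highland libraries. If the label were wrong, every comparison with 600 m would change: without this replicate the count for 3000 m went from 403 to 1729 in heart and from 1 to 725 in lung.

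GOAT_ENSP00000374859 was variable between animals. It passed as higher in heart at both altitudes and in muscle at 2000 m, while its lung values overlapped between 600 m and 3000 m. In lung it had 11.99, 7.66 and 7.37 log2(FPKM + 1) at 600 m and 11.80, 11.82 and 15.88 at 3000 m. The value in replicate 3 of 3000 m lung is 60212 FPKM, the highest of any model in that library.

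Random lists of the same level give a reference for the groups in heart, though they treat models as independent. The median change of the lung-enriched models in heart from 600 m to 2000 m was 0.45 log2, against 0.25 for 10000 random lists of the same level, and from 600 m to 3000 m 0.23 against 0.13. Muscle-enriched models in heart had 0.60 against 0.23 and 0.49 against 0.12, and heart-enriched models 0.32 against -0.09 and 0.38 against -0.02. Over samples only the lung-enriched group passed in heart: muscle-enriched models had an adjusted exact p of 0.0686 and heart-enriched models of 0.1768 (exact p = 0.1179). Of the 95 heart-enriched models, 12 passed by limma as higher and 7 as lower at 2000 m, and 8 as higher and 0 as lower at 3000 m. A source in blood, vessels or neighbouring tissue was not tested, since the models were not paired with marker genes here.

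For 3000 m against 600 m 403 models passed in heart, 1 in lung and 17 in muscle at an adjusted p below 0.05. These counts are lower than the values quoted from the study above. The test differs, and so do the samples, since 600 m muscle has 2 samples here. Keeping the similar muscle libraries as 2 samples gave 551 in muscle, and fitting all libraries of a tissue gave 1445 in heart, 480 in lung and 296 in muscle.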
